A study of Arabidopsis thaliana with 12 samples.

How the data were processed

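RNA was sequenced from leaf 13 of 5-week-old Arabidopsis thaliana plants of the Col-0 wild type (WT) and of isi1-2, a mutant line of the gene ISI1 in the same background. Leaf 13 was taken 1 h after leaf 8 of the same rosette had been crushed, or from plants that were not wounded. The 12 samples fall into 4 groups of 3 replicates, and per the labels each replicate was a pool of 2 plants. Per the labels' protocols, total RNA was made into stranded poly-A mRNA libraries and sequenced as single-end Illumina reads. Groups and replicate numbers were taken from the sample titles.

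The authors deposited 1 table of raw counts per sample, that is, whole-number read counts per gene with no normalization. The aligner, the counting program, the genome build, the annotation and the use of strand in counting are not stated in the labels or the file headers. The 5 summary lines at the end of each deposited count table have the names that htseq-count uses. They were used as measures of library quality and left out of the gene table. The lines for reads not aligned and for low alignment quality hold 0 in each table, so the counts start from aligned reads. Each table lists 34262 gene identifiers, of which 32833 are AGI locus codes and 1429 are ENSRNA identifiers for noncoding RNAs. Gene symbols were taken from an NCBI RefSeq gene table of the assembly TAIR10.1, which matched 32548 identifiers. Because the authors' build is not stated, that table was used only for names, neighbouring and overlapping genes, GC content, exon length and sequence shared between genes, and no coordinates are given.

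The total count over genes was 23307790 to 30747778 per sample, with a median of 25874992. At this depth 3 counts, the smallest level taken as detected, correspond to 0.0976 to 0.129 in counts-per-million (CPM). That floor covers counting error only, since reads without molecular identifiers are not independent molecules. Replicate tables were compared in pairs within groups with a chi-square statistic on their counts. No pair was identical, and the statistic per degree of freedom was 4.42 to 25.2, so each table was kept as a separate replicate.

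Differential expression was tested on the deposited counts with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with its default settings (a minimum count of 10 and a minimum total count of 15), which left 18698 genes. Libraries were scaled by TMM. A quasi-likelihood negative binomial model (glmQLFit with robust estimation, then glmQLFTest) was fitted to all 12 samples with 1 coefficient per group, so that the 4 groups share their estimate of spread. Contrasts were wounding in WT, wounding in isi1-2, genotype in unwounded plants, genotype in wounded plants, the interaction (the wounding effect in isi1-2 minus that in WT) and the average wounding and genotype effects. A gene was called when its Benjamini-Hochberg adjusted p-value was under 0.05. Standard errors (SE) were obtained as the absolute log2 fold change divided by the square root of the F statistic. The common dispersion was 0.00783, a biological coefficient of variation of 8.85%. CPM values were scaled by TMM, and log2 CPM used a prior count of 2. Where every library of a group was at or under 3 counts, a fold is given as a lower bound computed against that floor.

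A list of 40 jasmonate biosynthesis, catabolism and signalling genes and a list of 14 circadian clock genes were fixed before the data were examined, as were the comparisons, the alternatives and the rule for naming genes. For each list, the median log2 fold change was tested with the directional p-value of fry (limma 3.58.1), with camera as the alternative. Over the 7 list tests reported, p-values were also adjusted by Benjamini-Hochberg. The genes called for the average wounding effect were tested in the same way on the interaction, each with the sign of its wounding effect. The tests of the jasmonate list between genotypes, and that of the wound-responsive genes changed at least 2-fold, were not among the list tests fixed in advance. Scores of single samples were compared by two-sided exact permutation tests, which cannot go below p = 0.1 with 3 samples against 3. Named genes are, for each pairwise contrast and the interaction, the 3 with the largest positive and the 2 with the largest negative log2 fold change among called genes with a mean log2 CPM of at least 1. For pairwise contrasts the log2 CPM values of the compared groups also had to be separate. ISI1 and the wound markers JAZ10, LOX3 and VSP2 were named in advance, and FKF1, AT1G64795 and replicate 1 of wounded WT were singled out after their values were seen.

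The fitting procedure was first tested on counts simulated for the 18698 genes from their means in unwounded WT and the library sizes. In wounded isi1-2 samples 200 genes above a minimum expected count were changed. No other response to wounding and no deviating replicate were simulated, so the rates below may not hold for these data. Adjusted p-values of edgeR's quasi-likelihood test under 0.05 recovered 81% of the changed genes in the wounding contrast of isi1-2 and 64% in the interaction. For genes simulated with a change of at least 2-fold these shares were 96.3% and 86.6%, and for the 66 genes with a smaller change 50% and 18.2%. False calls made up 4.71% and 2.29% of the calls in these contrasts, 6.62% in the average wounding contrast and 6.38% in the average genotype contrast, and 0 genes were called in the contrasts without simulated change. Of 100 simulated lists of 40 unchanged genes, 4 had a fry p-value under 0.05. The genes were simulated independently, so this does not test fry on lists of genes that vary together.

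Alternatives were RLE size factors, no low-count filter, a mean count of at least 50, DESeq2 1.42.0, limma-voom, a change of at least 2-fold, only the 6 samples of the 2 groups compared, leaving out each replicate in turn, and the replicate number as a block. The same numbers occur in each group because the sample titles number the replicates 1 to 3, and same-numbered samples of different groups are different plants. Python 3.11.15 with matplotlib 3.10.9 was used for tables and plots. No sample was left out.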

Results

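Transcript levels were measured by RNA sequencing in an undamaged leaf of Arabidopsis rosettes after a distant leaf had been wounded. Leaf 13 was collected from 5-week-old plants 1 h after crushing of leaf 8, or from unwounded plants, in the Col-0 wild type (WT) and in the mutant isi1-2. Each of the 4 combinations of genotype and treatment was represented by 3 replicates, and each replicate pooled leaves of 2 plants. The deposited values were raw read counts per gene. The total over genes was 24217081 ± 1405082 counts in unwounded WT, 28477893 ± 1982788 in wounded WT, 26265475 ± 2550603 in unwounded isi1-2 and 25647777 ± 234208 in wounded isi1-2 (mean ± SD, n = 3 each), with single samples from 23307790 to 30747778. Between 21030 and 21261 genes had at least 1 count in a sample. Reads with more than 1 alignment made up 4.19% to 4.46% of each library, reads outside annotated genes 0.652% to 0.95%, and reads assigned to more than 1 gene 0.096% to 0.117%. The 10 most abundant genes held 9.46% to 12.4% of the counts of a sample. The labels give no sequencing batch, and none was used here.

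The mutated gene was examined first in each library. ISI1 (AT4G27750) had 269, 254 and 270 counts in the replicates of unwounded WT and 253, 337 and 315 counts in those of wounded WT. In isi1-2 it had 1 count in each unwounded replicate and 4, 1 and 1 counts in the wounded replicates. In unwounded plants ISI1 was therefore at least 91.7-fold lower in isi1-2 than in WT, since the mutant libraries were under the floor of 3 counts (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 1.36e-10). In wounded plants its log2 fold change between isi1-2 and WT was -6.97 (SE 0.26; edgeR adjusted p = 2.34e-10). Wounding did not detectably change ISI1 in WT (log2 fold change 0.02, SE 0.13; edgeR adjusted p = 0.896).

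**Figure D1:**
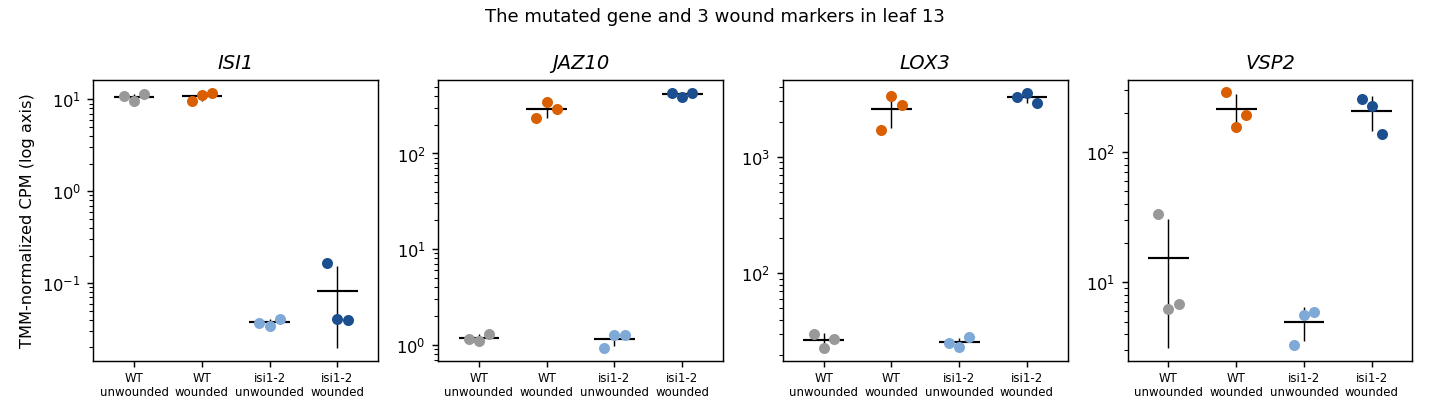
TMM-normalized counts-per-million (CPM) values on a log axis for ISI1, JAZ10, LOX3 and VSP2 in each of the 12 samples. Points are replicates, horizontal bars are group means and vertical bars are SD (n = 3). The lower end of the bar is shortened where the SD is close to the mean, for VSP2 in unwounded WT and ISI1 in wounded isi1-2. ISI1 lies between 9.5 and 11.6 CPM in the 6 WT samples and at most at 0.166 CPM in the 6 isi1-2 samples, and the wound markers are higher in each wounded sample than in any unwounded sample.

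Samples separated by treatment. The first principal component of log2 CPM held 82.9% of the variance, followed by 3.28% for the second. Across genes, which are not independent replicates, Pearson's r of log2 CPM was 0.986 to 0.993 between samples of one group and 0.898 to 0.935 between wounded and unwounded samples. Replicate 1 of wounded WT differed most from the other members of its group, with a chi-square statistic per degree of freedom of 25.2 against replicate 2 and 15.9 against replicate 3. The remaining pairs of replicates within groups gave 4.42 to 11.6.

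The first comparison asked which transcripts change in leaf 13 of WT within 1 h of wounding leaf 8. Of 18698 genes tested, 8764 (46.9%) were called, 4460 higher and 4304 lower in wounded plants (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). The median absolute log2 fold change of the called genes was 0.59. Requiring a change of at least 2-fold moved this number most and left 2506 genes, 1460 higher and 1046 lower. The largest increases among the named genes were in transcripts that were under 3 counts in each unwounded WT library. CYP94B3 (AT3G48520) reached 243 ± 65.2 CPM in wounded WT (n = 3), at least 2142-fold higher than in unwounded WT (edgeR adjusted p = 3.14e-08). TPS04 (AT1G61120) reached 87.9 ± 15.2 CPM and was at least 776-fold higher (edgeR adjusted p = 5.88e-07). RAP2.6 (AT1G43160) reached 79.2 ± 20.5 CPM and was at least 699.8-fold higher (edgeR adjusted p = 2.73e-07). The strongest decreases were in EXPA8 (AT2G40610), from 94.3 ± 19.0 to 3.97 ± 2.18 CPM with a log2 fold change of -4.58 (SE 0.38; edgeR adjusted p = 1.01e-05), and in PRR9 (AT2G46790), from 16.7 ± 2.42 to 1.19 ± 0.593 CPM with a log2 fold change of -3.81 (SE 0.24; edgeR adjusted p = 2.28e-08). In the TAIR10.1 annotation, 21.95% of the 100-base windows of PRR9 also occur in AT2G46670. Reads with more than 1 alignment have a separate line in the deposited counts. Reads from the shared windows may therefore be missing from the level of PRR9.

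The same comparison in isi1-2 gave 9508 genes (50.9%), of which 4695 were higher and 4813 lower in wounded plants (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). The median absolute log2 fold change of the called genes was 0.60, and 2758 genes changed at least 2-fold. JAZ7 (AT2G34600), CYP94B1 (AT5G63450) and AT2G38240 were under 3 counts in each unwounded isi1-2 library. After wounding they reached 108 ± 30.2, 366 ± 30.3 and 352 ± 68.9 CPM (n = 3), at least 929-fold, 3140-fold and 3025-fold higher (edgeR adjusted p = 9.48e-06, 5.83e-10 and 3.98e-08). EXPA8 decreased with a log2 fold change of -5.03 (SE 0.39; edgeR adjusted p = 5.06e-06). AT5G48490 decreased from 10.2 ± 1.89 to 0.351 ± 0.0986 CPM, a log2 fold change of -4.84 (SE 0.26; edgeR adjusted p = 2.38e-10).

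The 3 wound markers fixed in advance rose in both genotypes. JAZ10 (AT5G13220) rose from 1.18 ± 0.108 to 290.4 ± 56.5 CPM in WT, a log2 fold change of 7.95 (SE 0.17; edgeR adjusted p = 2.37e-13), and from 1.15 ± 0.197 to 415 ± 18.8 CPM in isi1-2, a log2 fold change of 8.49 (SE 0.17; edgeR adjusted p = 8.46e-14). A gene on the opposite strand overlaps JAZ10 in the TAIR10.1 annotation, and whether counting used strand is not stated. LOX3 (AT1G17420) rose with log2 fold changes of 6.60 (SE 0.28; edgeR adjusted p = 4.29e-08) in WT and 6.98 (SE 0.28; edgeR adjusted p = 2.49e-08) in isi1-2. VSP2 (AT5G24770) varied more between replicates and had log2 fold changes of 3.78 (SE 0.64; edgeR adjusted p = 0.00122) in WT and 5.37 (SE 0.72; edgeR adjusted p = 2.51e-04) in isi1-2. The interaction did not reach an adjusted p of 0.05 for these markers in edgeR's quasi-likelihood test: 0.544 for JAZ10, 0.737 for LOX3 and 0.588 for VSP2.

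The wounding responses of the 2 genotypes were then set against each other. Of the genes called, 7238 were shared, 7231 with the same direction and 7 with opposite directions. A further 1526 genes were called in WT alone and 2270 in isi1-2 alone. Of these, 1368 and 2044 had the same sign of change in the other genotype, and a call in 1 genotype alone does not show that the genotypes differ. Across the 18698 genes, which are not independent replicates, the log2 fold changes in WT and isi1-2 had a Pearson's r of 0.949 and a Spearman's rho of 0.867.

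**Figure D2:**
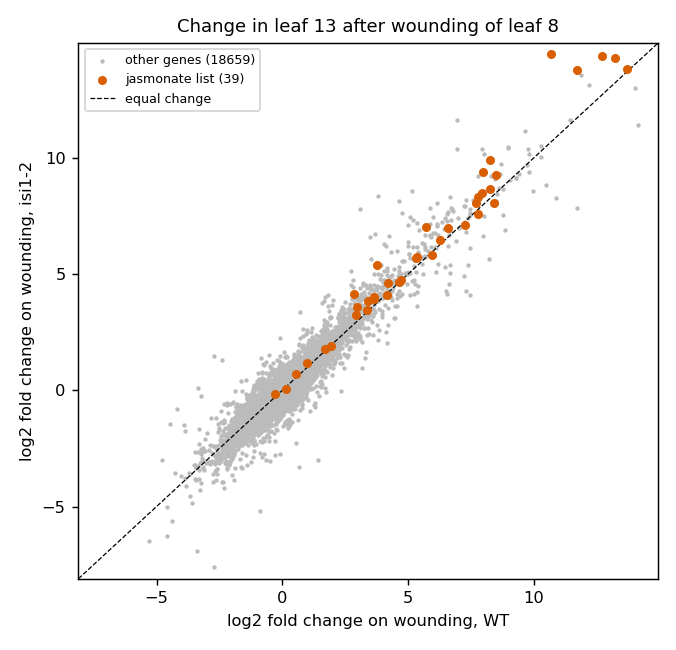
Log2 fold change on wounding in isi1-2 (vertical axis) against that in WT (horizontal axis), 1 point per gene tested, with the 39 tested genes of the jasmonate list in orange and a dashed line of equal change. Across genes Pearson's r is 0.949, and 38 of the 39 jasmonate genes are positive in each genotype. The most extreme values involve genes under 3 counts in unwounded plants, and their size is not well determined.

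The jasmonate list of 40 genes, 39 of them tested, addressed the hormone pathway of the systemic wound response. Its median log2 fold change on wounding was 5.37 in WT and 5.73 in isi1-2. With limma's fry test the p-values were 8.47e-10 and 7.28e-10, and after Benjamini-Hochberg adjustment over the 7 list tests reported here the adjusted p was 2.96e-09 for both. Limma's camera test, the alternative, gave an adjusted p of 4.43e-04 for both. In each genotype 37 of the 39 genes were called and were higher, both with p-values adjusted over the list alone and over all genes tested (edgeR, Benjamini-Hochberg). The mean log2 CPM of the list was 2.20 ± 0.25 in unwounded WT, 7.72 ± 0.18 in wounded WT, 2.15 ± 0.09 in unwounded isi1-2 and 8.06 ± 0.09 in wounded isi1-2 (mean ± SD, n = 3 each). The wounded samples were above the unwounded samples in each genotype, with an exact two-sided permutation p of 0.1, the smallest that 3 samples against 3 allow.

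**Figure D3:**
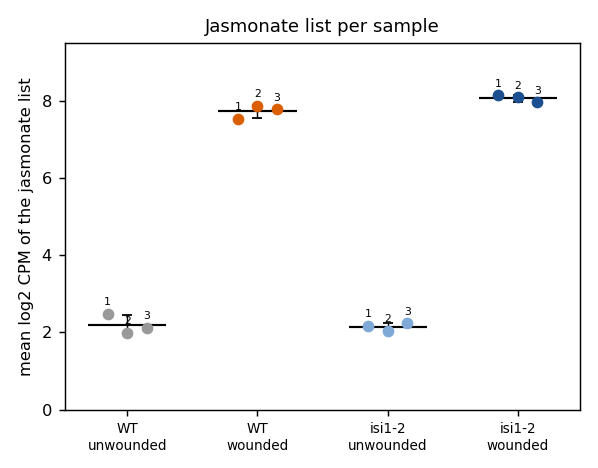
Mean log2 CPM over the 39 tested jasmonate genes in each of the 12 samples, with the replicate number beside each point, group means as horizontal bars and SD as vertical bars (n = 3). Wounded samples average 7.72 in WT and 8.06 in isi1-2, against 2.20 and 2.15 in the unwounded samples.

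The effect of the mutation without wounding was tested next. Between unwounded isi1-2 and WT, 24 of 18698 genes were called, 16 higher and 8 lower in isi1-2 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05), while 1707 genes had an unadjusted p under 0.05. Across the alternatives this number ranged from 6, for a change of at least 2-fold and again without replicate 1 of unwounded isi1-2, to 91 with DESeq2. TPS03 (AT4G16740) rose from 6.79 ± 2.31 CPM in WT to 29.7 ± 1.21 CPM in isi1-2, a log2 fold change of 2.13 (SE 0.23; edgeR adjusted p = 0.00933). AT2G42640 rose from 4.90 ± 0.453 to 18.5 ± 1.02 CPM, a log2 fold change of 1.91 (SE 0.10; edgeR adjusted p = 3.95e-08), and AT1G17665 had a log2 fold change of 1.08 (SE 0.16; edgeR adjusted p = 0.00929). AT4G16745 and AT1G08230 were lower in isi1-2, with log2 fold changes of -1.12 (SE 0.18; edgeR adjusted p = 0.0185) and -0.95 (SE 0.18; edgeR adjusted p = 0.0492). When each of the 6 samples was left out in turn, AT2G42640 kept its call in all 6 fits. TPS03 and AT1G17665 lost it in 2 fits each, AT4G16745 in 5 and AT1G08230 in 6. Windows shared with an overlapping opposite-strand gene make up 9.06% of AT4G16745. The jasmonate list did not differ between the genotypes before wounding, with a median log2 fold change of -0.02 (limma fry adjusted p = 0.901, Benjamini-Hochberg over the 7 list tests) and an exact two-sided permutation p of 0.9 for its mean log2 CPM (n = 3 per group). None of its genes was called over all genes or over the list, and 0 had an unadjusted p under 0.05.

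In wounded plants the genotypes differed in more genes. Between wounded isi1-2 and WT, 446 genes were called, 261 higher and 185 lower in isi1-2 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05), 48 of them at least 2-fold. Leaving out replicate 1 of wounded WT raised this number to 940 genes, and leaving out replicate 3 of that group lowered it to 103. Samples of wounded WT and wounded isi1-2 with the same replicate number deviated together from their group means with a mean correlation of 0.104 across genes. With the replicate number as a block, 703 genes were called, 395 higher and 308 lower, and 442 of the 446 genes were among them. Only 9 of the 24 genes called in unwounded plants were among the 446. Of the 446 genes, 412 were also called for the average effect of wounding. In 394 of these the difference between the genotypes had the direction of the wounding response, 229 being induced and higher in isi1-2 and 165 repressed and lower in isi1-2. In the other 18 it was opposite. Of the 446 genes, 403 were still called without replicate 1 of wounded WT, but the share of calls that followed the wounding response was lower. Without that sample 560 of the 940 genes called (59.6%) followed the wounding response and 245 were opposite to it. The share was 88.3% with all samples and 87.0% to 92.2% when any of the other 11 samples was left out. It was also lower when a change of at least 2-fold was required. Then 31 of 48 genes (64.6%) followed the response, 3 were opposite and 14 were not called for wounding.

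Among the genes that differed between wounded isi1-2 and wounded WT, AT2G42640 had a log2 fold change of 2.43 (SE 0.10; edgeR adjusted p = 1.24e-09). ST2A (AT5G07010) rose from 9.14 ± 3.86 CPM in wounded WT to 27.0 ± 5.44 CPM in wounded isi1-2, a log2 fold change of 1.57 (SE 0.28; edgeR adjusted p = 0.0214). TPS03 rose from 262 ± 49.4 to 712 ± 85.9 CPM, a log2 fold change of 1.44 (SE 0.19; edgeR adjusted p = 0.00583). AT5G48490 and AT4G16745 were lower, with log2 fold changes of -1.82 (SE 0.35; edgeR adjusted p = 0.012) and -1.59 (SE 0.17; edgeR adjusted p = 2.10e-04). JAZ10 was higher with a log2 fold change of 0.52 (SE 0.11; edgeR adjusted p = 0.0246), while LOX3 and VSP2 did not differ detectably (edgeR adjusted p = 0.528 and 0.981). Of the 6 fits that each left out 1 sample, ST2A lost its call in 3, JAZ10 in 4 and AT5G48490 in 1, and the calls of AT2G42640, TPS03 and AT4G16745 were kept in all 6. The jasmonate list had a median log2 fold change of 0.19 between the wounded genotypes (limma fry p-value of 0.0194, Benjamini-Hochberg adjusted p = 0.0453). The 7 list tests adjusted together include those of wounding in WT and in isi1-2. Their very small p-values lower this adjusted p, so it depends on which tests were pooled. With the replicate number as a block the median was 0.20 with an unadjusted fry p-value of 0.0174. Limma's camera test gave an unadjusted p-value of 0.0557 and an adjusted p of 0.13. Over all genes tested 7 of the 39 genes were called and over the list alone 8, all higher in isi1-2 (edgeR, Benjamini-Hochberg). Its mean log2 CPM was higher by 0.34 in wounded isi1-2, with each of 3 samples above each of the 3 WT samples (exact two-sided permutation p = 0.1, the smallest possible).

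Whether the wounding response itself differed between genotypes was tested by the interaction. It called 6 genes, 3 with a more positive and 3 with a more negative response in isi1-2 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05), and 1961 genes had an unadjusted p under 0.05. Leaving out replicate 1 of wounded WT gave 242 genes. Interaction log2 fold changes were 1.11 for EXPA10 (AT1G26770; SE 0.17; edgeR adjusted p = 0.0379), 0.96 for UGT71B1 (AT3G21750; SE 0.15; edgeR adjusted p = 0.0379) and 0.89 for AT2G31560 (SE 0.12; edgeR adjusted p = 0.0212). They were -0.86 for APT2 (AT1G80050; SE 0.13; edgeR adjusted p = 0.0376) and -0.80 for PRR5 (AT5G24470; SE 0.13; edgeR adjusted p = 0.0453). The remaining gene, named after its values were seen, was FKF1 (AT1G68050) at -0.76 (SE 0.12; edgeR adjusted p = 0.0376). UGT71B1, AT2G31560 and FKF1 overlap opposite-strand genes in the TAIR10.1 annotation. Of the 12 fits that each left out 1 sample, these genes lost their calls in 7 fits (AT2G31560 and FKF1) to 10 fits (EXPA10).

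The jasmonate list had a median interaction of 0.36 on the log2 scale, with 32 of 39 genes positive, and the test did not pass 0.05 (limma fry p-value of 0.186, Benjamini-Hochberg adjusted p = 0.217). None of its genes passed the interaction over all genes and 1 passed over the list alone, with 2 at an unadjusted p under 0.05 (edgeR, Benjamini-Hochberg). Averaged over genotypes, wounding changed 11480 genes (61.4%), 5701 higher and 5779 lower (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). Given the sign of their wounding effect, the interaction of these genes had a median of 0.06, positive in 7023 and negative in 4457, where positive means a larger response in isi1-2. The test across samples did not pass 0.05 (limma fry p-value of 0.138, Benjamini-Hochberg adjusted p = 0.193). For the 2634 genes that changed at least 2-fold the median was 0.18 (limma fry p-value of 0.105, Benjamini-Hochberg adjusted p = 0.184). With p-values adjusted over these 2634 genes, which were chosen from the same data, 62 passed the interaction, 57 with a larger and 5 with a smaller response in isi1-2, against 3 with p-values adjusted over all genes (edgeR, Benjamini-Hochberg). Averaged over treatments, the genotypes differed in 235 genes, 107 higher and 128 lower in isi1-2 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05).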

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

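The tests on clock genes for this result were chosen only after the result was seen. The wounding responses of WT and isi1-2 differed by the interaction test in 6 genes (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05), which is why they are taken up again here. On the log2 scale the response was more positive in isi1-2 for EXPA10 (1.11), UGT71B1 (0.96) and AT2G31560 (0.89). It was more negative for APT2 (-0.86), PRR5 (-0.80) and FKF1 (-0.76).

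Swapping the genotype of same-numbered samples within each treatment gives 32 splits of the 12 samples, and 3 of them, the real split included, called at least as many genes. The other splits with as many were one with 235 genes, which swaps all samples of one treatment and so turns the interaction into the average genotype contrast, and one with 30 genes, which swaps replicates 2 and 3 of the unwounded samples and so also carries part of the average genotype difference. The remaining splits called at most 5 genes, so the count of 3 does not decide whether 6 genes stand apart. The number moved with the sample set and the test, from 0 to 242 genes across the 12 fits that each left out 1 sample. With the replicate number as a block 75 genes were called and with DESeq2 150. At this sample size 86.6% of simulated interactions of at least 2-fold were recovered, but only 12 of 66 smaller ones (18.2%), so small interactions would mostly be missed. The simulation held no wounding response beyond the changed genes and no deviating replicate, so the power in these data may differ.

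A difference in harvest time of day between the genotypes is a candidate explanation for part of these calls. Of the 14 clock genes listed in advance, 2 passed the interaction test with p-values adjusted over the list, against 1 over all genes. PRR5 is one of them. FKF1, which is outside the list, is also known as a gene with a daily rhythm. A shift shared by both treatments would cancel in the interaction only if each clock gene changed at the same rate in both. That rate was not known here. PRR5 had log2 fold changes between isi1-2 and WT of 0.40 in unwounded and -0.40 in wounded plants, so a shared shift is not excluded for it. With equal rates, a shift that differed between treatments would move morning and evening genes in opposite directions. In the interaction 4 of 7 morning genes were lower and 2 of 7 evening genes were higher in isi1-2. The median log2 values were -0.09 and -0.27, which goes against a shift that moves morning and evening genes in opposite directions. Taken as 1 list, the clock genes had a median interaction of -0.12, with 9 negative and 5 positive. The unadjusted p-value for the list was 0.0275 with limma's fry test and 0.0556 with camera. The hour of harvest of each sample was not known here, so an effect of harvest time on single genes such as PRR5 cannot be told apart from an effect of genotype. UGT71B1, AT2G31560 and FKF1 overlap genes on the opposite strand, with 0% of their 100-base windows shared. A biological difference between the genotypes in the wounding response of these 6 genes remains only as a hypothesis.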

How the results depend on the processing

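The alternatives for the numbers of called genes and for the genes named by rule were chosen before the data were examined. Those for the jasmonate score, for the jasmonate list between genotypes, for the overlap of the calls, and for FKF1, AT1G64795 and the average effect on AT2G42640 were added after the data were seen.

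The wounding calls moved beyond 1.5 times the reported number only when a change of at least 2-fold was required, which left 2506 genes in WT, 2758 in isi1-2 and 2634 on average. Across the fits that each left out 1 sample, they ranged from 7512 to 8811 in WT, from 8258 to 8796 in isi1-2 and from 10860 to 11560 on average. RLE size factors shifted the median log2 fold change of all genes by at most 0.00477 in these contrasts.

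The genotype and interaction calls depended on the processing, and the cause was not tested. In unwounded plants the 24 genes became 38 without the low-count filter, 91 with DESeq2, 6 at 2-fold or more, 66 with the replicate block and 85 with only the 2 groups compared. They ranged from 6 to 15 when 1 sample was left out. In wounded plants the 446 genes became 715 with DESeq2, 48 at 2-fold or more, 703 with the replicate block and 160 with only the 2 groups compared, and ranged from 103 to 940 when 1 sample was left out. The interaction gave 29 genes without the filter, 150 with DESeq2, 1 with limma-voom, 1 at 2-fold or more and 75 with the replicate block, and 0 to 242 when 1 sample was left out. The average genotype effect gave 497 genes with DESeq2, 21 at 2-fold or more and 458 with the replicate block, and 89 to 622 when 1 sample was left out. DESeq2 called 445 of the 446 genes of wounded plants and each of the 24 genes of unwounded plants and of the 6 interaction genes.

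Over all pairs of groups, samples with the same replicate number deviated together with a mean correlation of 0.064 across genes. With the replicate block the wounding calls were 9079 in WT, 9799 in isi1-2 and 11720 on average. Under the block the median log2 fold change of the jasmonate list was 5.39 in WT, 5.73 in isi1-2 and 0.36 for the interaction, and the median signed interaction of wound-responsive genes was 0.06. The unadjusted p-values of limma's fry test were 4.25e-08, 5.96e-08, 0.233 and 0.178.

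By unadjusted p-values, the jasmonate list kept its direction and its side of 0.05 for wounding and for the interaction under each alternative run. The size of its median interaction was less stable. It ranged from 0.0860 to 0.472 across the 12 fits that each left out 1 sample, with fry p-values from 0.0832 to 0.405. Between wounded genotypes its median of 0.19 passed 0.05 with fry but not with camera, where the median of 0.192 had a p-value of 0.0557. Across the fits that each left out 1 sample that median ranged from 0.14 to 0.27, with fry p-values from 0.00894 to 0.0637, and it lost significance in 2 of 6. Between unwounded genotypes it ranged from -0.0822 to 0.0898 and was positive in 3 of 6 fits, at 0.00631 and 0.00419 without replicates 1 and 2 of unwounded isi1-2 and at 0.0898 without replicate 1 of unwounded WT. The difference in the list's mean log2 CPM there ranged from -0.157 to 0.0891, with the positive value in the last of these fits. The signed interaction of wound-responsive genes stayed positive, from 0.0176 to 0.0813, and passed 0.05 only without replicate 2 of wounded WT (fry p-value of 0.0353, in a range of 0.0353 to 0.449).

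Other sign changes were in differences near 0, when 1 sample was left out. For JAZ10 between unwounded genotypes the log2 fold change ranged from -0.101 to 0.111, with 0.111 without replicate 1 of unwounded isi1-2 and 0.0498 without replicate 3 of unwounded WT. For LOX3 in the same comparison it ranged from -0.169 to 0.0316, the latter without replicate 1 of unwounded WT. For VSP2 between wounded genotypes it ranged from -0.231 to 0.245, with 0.182 without replicate 3 of wounded isi1-2 and 0.245 without replicate 1 of wounded WT. For ISI1 on wounding in WT it ranged from -0.0472 to 0.1002, with -0.0472 without replicate 2 of unwounded WT, and -0.00583 and -0.0334 without replicates 2 and 3 of wounded WT. The cause was not tested.

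Of 46 results for single genes, 35 passed 0.05, and 22 of these kept their call and direction under each alternative run. The loss of ISI1 in isi1-2 also kept its direction and its call under each alternative run. Under settings other than leaving out a sample, 11 values for 7 single-gene results lost significance and 0 gained it, and when 1 sample was left out 73 values for 13 such results lost it. Leaving 1 of 3 samples out of a group also lowers the power of each comparison, so a lost call there does not show a weaker effect. At a depth of 23307790 to 30747778 counts, the size of a fold is limited for genes at or under 3 counts in each library of a group, whose folds are given as lower bounds.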

Other observations

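The test of the evening-minus-morning clock index between wounded and unwounded plants was chosen only after the direction of the clock genes had been seen. The tests on the nearest neighbours of AT1G64795 and AT2G42640, on ILA, on strand, on TPS03 and AT4G16745, on same-numbered pairs of the clock index and on the shares of the response in isi1-2 were also chosen only after the values had been seen. The tests on other splits of the samples were set in advance.

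For each pairwise comparison, the splits of its 6 samples that part the 3 same-numbered pairs were compared. For wounding in WT, wounding in isi1-2, genotype in unwounded plants and genotype in wounded plants, 1 of 4 such splits, the real one, called as many genes, and over all 10 splits the number was also 1. With 4 splits the share cannot be under 0.25, so these comparisons cannot reach 0.05 by this test. For the average effect of wounding and for the average effect of genotype, 1 of 32 splits, the real one, called as many genes. The next largest numbers were 5547 genes for wounding and 30 genes for genotype. The split with 5547 genes swaps only replicate 1 of wounded and unwounded WT and leaves the other 5 pairs as they are.

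Clock genes changed with wounding. Of the 14 listed in advance, 12 passed over the list in both genotypes with the same sign, while 38.7% of all genes tested were called in both genotypes. After wounding, 7 of 7 morning genes were lower in both genotypes, and 7 of 7 evening genes were higher in WT and 6 of 7 in isi1-2. The mean log2 CPM of evening genes minus that of morning genes was 1.22 ± 0.08 in unwounded WT, 4.07 ± 0.43 in wounded WT, 1.76 ± 0.05 in unwounded isi1-2 and 4.48 ± 0.34 in wounded isi1-2 (mean ± SD, n = 3 each). The lowest wounded sample was 1.76 above the highest unwounded sample, and within each genotype the exact two-sided permutation p was 0.1, the smallest possible. A later harvest of the wounded plants in the day may give this pattern, and so may an effect of wounding on these genes. The hour of harvest was not known here, so the pattern cannot be told apart from a difference in harvest time. The same holds for an unknown part of the 11480 genes called for wounding, although the induction of JAZ10 and the jasmonate list is the response that wounding itself is known to give. The median of all genes shifted by 0.00401 on the log2 scale between TMM and RLE size factors. Both scalings assume that most genes do not change, so their agreement does not test that assumption and a part of normalization in the wounding calls cannot be excluded.

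The clock index was also higher in isi1-2 than in WT among unwounded samples, with the 3 isi1-2 samples above the 3 WT samples (exact two-sided permutation p = 0.1, the smallest possible), while the ranges overlapped among wounded samples (exact two-sided permutation p = 0.3). Compared by replicate number, isi1-2 was higher in 3 of 3 pairs in both treatments, by 0.51, 0.43 and 0.68 in unwounded and by 0.52, 0.40 and 0.31 in wounded plants (exact two-sided sign-flip permutation p = 0.25 for each, the smallest that 3 pairs allow). Same-numbered samples are different plants, and whether they were harvested together was not known here, so these pairs rest on the numbering alone. In isi1-2 relative to WT, 6 of 7 morning genes were lower and 7 of 7 evening genes higher in unwounded plants, and 6 of 7 and 5 of 7 in wounded plants. Adjusted over the list, 6 of the 14 clock genes differed between genotypes in unwounded plants, 8 in wounded plants and 9 on average, while 2 differed in both treatments with the same sign. The directions are those of a later harvest of isi1-2 in the day, so a difference in harvest time is a possible explanation of part of the 235 genes called for the average genotype effect and cannot be told apart from an effect of genotype. These calls were not concentrated around the mutated gene. Of the 40 nearest tested genes on either side of ISI1, 20 per side, 1 was called, a number at percentile 60.1 of 18417 runs of neighbouring genes elsewhere.

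Replicate 1 of wounded WT lay nearer the unwounded samples than the other wounded samples did. On an axis where the mean of unwounded samples is 0 and that of wounded samples is 1, computed from the 2634 genes changed at least 2-fold by wounding, it lay at 0.873. The other wounded WT samples lay at 1.01 and 0.968 and the wounded isi1-2 samples at 1.05, 1.07 and 1.04. Its total of 27083792 counts is inside the range of the other wounded samples, which goes against library size as the explanation. Admixture of unwounded or non-responding tissue predicts an equal share of the response in each class of genes. The median share it reached, from genes chosen in isi1-2, was 0.806 for genes induced 16-fold or more, 0.774 for genes induced 2- to 4-fold and 0.882 for repressed genes, and the largest difference between classes was 0.107. For the replicates of wounded isi1-2, with genes chosen in WT, the largest difference between classes was 0.109, 0.0409 and 0.129, so the class medians do not decide for or against an admixture. For genes induced 16-fold or more, the quartiles of the share were 0.605 and 1.10 in replicate 1 of wounded WT. In the wounded isi1-2 replicates they were 0.991 and 1.19, 0.919 and 1.14, and 0.816 and 0.979. The spread was also wider in the other classes. An equal share predicts no such extra spread, which goes against admixture alone for these genes. An earlier harvest in the day may explain the position of replicate 1 of wounded WT in part, as its evening-minus-morning clock index ranked 1 (the lowest) of the 6 wounded samples. Replicate 1 of wounded isi1-2 had the next lowest index, 4.09, but lay at 1.05 on the axis and had the highest mean log2 CPM of the jasmonate list, 8.14, so a low index also occurred without a weaker response. A weaker or later wounding response in the pooled plants of replicate 1 of wounded WT predicts the same rank, so these explanations cannot be told apart. No biological explanation was tested for a difference between replicates of one group.

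This sample bears on whether isi1-2 responds more strongly than WT. The median signed interaction of wound-responsive genes, 0.06 with all samples, was lowest at 0.0176 when replicate 1 of wounded WT was left out, and it stayed positive in each of the 12 fits that left out 1 sample. Much of the excess in isi1-2 may thus come from a single WT sample, while leaving out that sample also raised the number of genes that differ between wounded genotypes to 940. Of these, 560 followed the direction of the wounding response and 245 were opposite to it, against 394 and 18 with all samples. GC content and gene length do not account for the positive sign, since the lowest median among 3 GC classes and 3 exon length classes was 0.0493. A slightly larger systemic response in isi1-2 is a hypothesis that these 12 samples neither establish nor exclude.

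A pair of genes far from ISI1 separated the genotypes in each sample. AT1G64795, singled out after its values were seen, had 0 counts in the 6 isi1-2 samples and 101 to 143 counts in the 6 WT samples. AT2G42640 had 423 to 577 counts in isi1-2 and 96 to 142 in WT. Both kept their calls for the average genotype effect under each alternative run. A deletion, duplication or insertion that spans several genes may explain such a pattern. Of the 8 nearest tested neighbours, 2 on either side of each gene, 1 changed in the same direction as its neighbour, AMT1;2, with a log2 fold change of -0.62 (edgeR adjusted p = 0.0434). ILA, which lies between AMT1;2 and AT1G64795, had a log2 fold change of -0.0502 (edgeR adjusted p = 0.678). The other 3 of the 4 nearest neighbours, APO1, MAX2 and AT2G42650, had log2 fold changes of 0.02, 0.02 and 0.00199 (edgeR adjusted p = 0.886, 0.888 and 0.999), so 0 of 4 were called, which goes against a change that reaches the adjoining genes. Reads shared with another gene do not account for AT2G42640, of which 0% of the 100-base windows occur elsewhere. For AT1G64795 the share is 42.16%, or 43 of 102 windows, with the gene ILA on the opposite strand. ILA had 3541 to 5246 counts per sample and no detectable change, but a local loss of about as many reads as AT1G64795 has in WT need not move that total, so its level does not show which of the overlapping genes lost reads. The counts go against counting that ignored strand. MYC2, with 98.5% of its windows in a gene on the opposite strand, had 18743 to 23188 counts in wounded samples. Without strand this would imply at least 1226886 ambiguous reads per wounded sample, against 26214 to 32958 per sample in the tables. If the authors' annotation holds the same overlaps, reads of ILA would then not be counted for AT1G64795. A sequence difference between the isi1-2 line and the WT stock at these genes, outside ISI1, is a hypothesis that reads or genotyping could test.

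TPS03 and AT4G16745, which are neighbours, changed in opposite directions in isi1-2. Among unwounded samples TPS03 had 693 to 907 counts in isi1-2 and 113 to 215 in WT, while AT4G16745 had 31 to 35 counts in isi1-2 and 64 to 67 in WT. Of the 100-base windows, 0% of TPS03 and 9.06% of AT4G16745 occur in another gene, and the latter are shared with an overlapping opposite-strand gene other than TPS03, which goes against reads exchanged between the pair. The flanking tested genes AT4G16720, TPS02 and AT4G16750 were not called (edgeR adjusted p = 0.487, 0.808 and 0.139), so 0 of 3 changed detectably, which goes against a change that spans the genes around them. The counts of MYC2 given above go against counting that ignored strand, with at least 1226886 ambiguous reads implied against 26214 to 32958 found. If the authors' annotation holds the same overlap, reads of the overlapping gene would then not be counted for AT4G16745. No further test of the effect of that gene was run.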
